A study of Mus musculus with 2 samples.

How the data were processed

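Bulk RNA sequencing was done on 2 sorted populations of mouse retinal microglia from postnatal day 5, with 1 library each. Per the labels' protocols, total RNA was extracted with a column kit that removes genomic DNA, ribosomal RNA was depleted by hybridization, and stranded libraries were made with the NEBNext Ultra II Directional kit. The labels do not say whether 8 retinas and 4 of each sex count retinas or animals, and no batch is given.

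The authors deposited raw counts per gene for both libraries, per the file headers, as whole numbers without normalization. The aligner, the counting tool, the genome build, the annotation, the use of strand in counting and the handling of duplicate reads are not stated. The smallest sum over both libraries was 6 reads, so a minimum had been applied. The authors also deposited a log2 fold change and a log2 average of CPM, per the file headers. From the values, the fold change is relative to the library totals, without a scaling factor. Of the deposited comparison, only the fold change was used, and only where named. No column of unmapped samples was present (0).

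The table holds gene identifiers newer than the mouse annotation provided for this work, so no coordinates are given. That annotation (GENCODE for GRCm38) was used only for the length and GC content of each gene's longest transcript, which matched 13499 genes (99.6%). Reads of genes with near-identical copies, such as ferritin and histone genes, and of overlapping genes may have been split or shared by the authors' counting.

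Library sizes were scaled with TMM factors from edgeR 4.0.16 in R 4.3.3 (0.954 for Cd11c-active and 1.05 for Cd11c-lineage). The log2 ratio was that of reads plus 0.5 over effective library size, with exact Clopper-Pearson 95% intervals. Each gene with at least 20 reads over both libraries was tested by a two-sided exact binomial test of its reads with Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05 with an absolute log2 ratio of at least 1. With 1 library per group the quasi-likelihood test of edgeR and the test of DESeq2 could not be fitted, as no residual degrees of freedom remain. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6. Figures were drawn with matplotlib 3.10.9.

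Total reads were 12943998 and 13402625. A count of 0 allows up to 3 reads, or 0.243 CPM in Cd11c-active and 0.214 in Cd11c-lineage, if reads are independent. Reads without molecular identifiers are not independent molecules, so these limits cover counting error only. Overdispersion was taken as the robust variance of the log2 ratio over the counting variance in the 1978 genes with 800 to 1599 reads over both libraries and at least 1 in each. It was 88.8, which raises the limit to 267 reads, or 21.6 and 19.0 CPM. Widened intervals used reads divided by this value, and the tests used the divided reads rounded to whole numbers. They take the typical gene as unchanged, so a true difference spread over most genes would be counted as error. The number of reads per sampled fragment, 48.9, was fitted to the share of genes with 0 reads in either library among those with 100 to 199 reads. The fit assumed Poisson fragments with the same number of reads each. Equal libraries were simulated with this mean and exponentially varying reads per fragment, 1000 times, and 100 times for the number of calls. They spread less than the data above 6399 reads, where the overdispersion was 155. The overdispersion, the fitted range, the interval method of the lists and the removal of a trend with length and GC content were chosen after the data were seen. The trend was fitted on protein-coding genes with at least 1000 reads.

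The procedure was tested on simulated data with 13037 genes, of which 200 were changed 4-fold. With independent reads the test recovered 100% of the changed genes and called 5 unchanged ones. With 60 reads per fragment on average, the test on reads called 5179 unchanged genes and recovered 89.0% of the changed ones. After division by the overdispersion it called 1 unchanged gene and recovered 27.5%, so a gene not called by it is not shown to be unchanged. The fitted values in that simulation were 50.9 reads per fragment, below the 60 simulated, and an overdispersion of 128.

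Before the data were examined, 14 gene lists and the sex-linked transcripts were fixed. The median log2 ratio of members with at least 20 reads was set against 10000 random lists of the same size matched on mean expression. Intervals of list medians came from 2000 draws of each member's reads divided by the overdispersion, extended where needed to hold the median. The lists were homeostatic, developmental and disease-associated, apoptotic cell recognition, lysosome, cell cycle, interferon, immediate early, border macrophage, monocyte and neutrophil, dendritic, retinal neuron, Muller glia, endothelial and erythroid. A second endothelial list, a pericyte list, the mitochondrial synthetases, a heme and oxidative stress list, replication genes and the myeloid-restricted disease-associated members were added later, and their results are in the closing observations. The replication genes and the myeloid-restricted members were taken from lists whose values had been seen.

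Genes named were, by a rule fixed in advance, *Itgax* and the sex-linked genes, the 10 in each direction with at least 100 reads and the counting interval farthest from 0, list members with at least 100 reads and an interval beyond 1, the most abundant homeostatic and disease-associated members, and the 5 genes with the most reads in each library. Alternatives were library totals, DESeq2 1.42.0 size factors, upper-quartile factors, leaving out ribosomal, mitochondrial and 7SK and 7SL genes, no minimum or at least 100 reads, edgeR exact tests with assumed coefficients of variation of 0.1, 0.2 and 0.4, other fold thresholds, a prior count of 5, drawing the deeper library down, and the mean of list members. Division by the overdispersion and removal of the length and GC trend were added after the data were seen.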

Results

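Microglia, the resident macrophages of nervous tissue, were sorted from mouse retina at postnatal day 5 and profiled by bulk RNA sequencing. The animals carried a Cre-GFP driven by the promoter of CD11c, an integrin subunit encoded by *Itgax*, together with a TdTomato reporter that Cre switches on permanently. By this design, cells with both colours (Cd11c-active) were using the promoter at the time of sorting. Cells with TdTomato alone (Cd11c-lineage) would have used it earlier. Per the labels, 4041 Cd11c-active and 5441 Cd11c-lineage cells were obtained from a pool of 8 retinas in which both sexes had 4 each, and each group gave 1 library. The comparison therefore had no replicate check, and every test below compares these 2 libraries over their reads and not the 2 conditions. Intervals on reads cover counting error only.

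The deposited table listed 13549 genes with raw counts. The Cd11c-active library held 12943998 reads and had reads for 11950 of the listed genes. The Cd11c-lineage library held 13402625 reads and had reads for 11902. Across listed genes the Pearson correlation of log CPM (counts scaled to a common library size) between the libraries was 0.781, and 0.848 among genes with at least 1000 reads over both, where genes are not independent replicates. All ratios below are Cd11c-active over Cd11c-lineage after TMM scaling. TMM moved the ratio of every gene up by 0.14 on the log2 scale against scaling to library totals, so the median log2 ratio of the tested genes was 0.01 under TMM and -0.13 under library totals.

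The libraries differed by far more than independent reads would. Among 1555 genes with 100 to 199 reads over both libraries, 590 (37.9%) had 0 reads in either one or the other, against 0.000% expected from independent reads. The share was 87.5% among genes with 20 to 49 reads, 71.0% from 50 to 99, 10.1% from 200 to 399 and 1.44% from 400 to 799. In the 1978 genes with 800 to 1599 reads over both libraries and at least 1 in each, the robust SD of the log2 ratio was 0.81, and the variance was 88.8 times the counting variance. This ratio of variances, called overdispersion below, was 84.4 to 89.1 between 200 and 3199 reads, 106 from 3200 to 6399 reads and 155 above. Each result is therefore given with its test on reads, as planned before the data were examined, and with the reads divided by the overdispersion of 88.8, which was chosen after the data were seen. Intervals from the divided reads are called widened. They are too narrow for genes above 3199 reads, and the tests on divided reads pass too readily there. Under 200 reads the same measure gave 34.3 to 61.8, but it leaves out the genes with 0 reads in either library, up to 87.5% of a range, and so does not show the spread there.

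**Figure D1:**
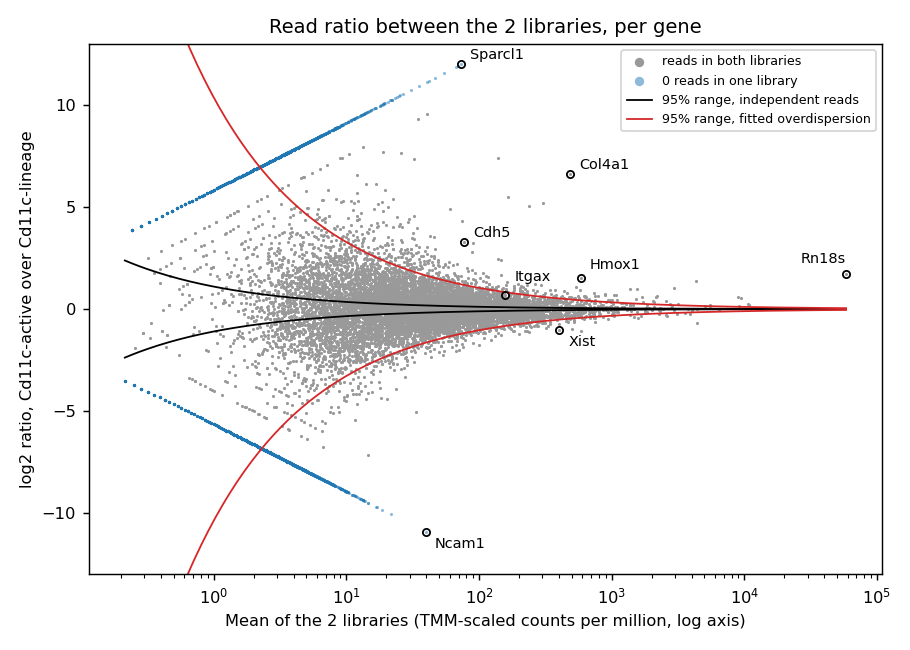
Log2 ratio of Cd11c-active over Cd11c-lineage reads (vertical axis) against the mean of both libraries in TMM-scaled CPM (horizontal log axis), 1 point per listed gene, with genes at 0 reads in either library in blue. Black lines enclose the 95% range for independent reads and red lines that for the fitted overdispersion of 88.8; *Itgax*, at 0.69, lies within the red lines, while *Col4a1*, at 6.60, and *Rn18s*, at 1.73, lie outside.

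**Figure D2:**
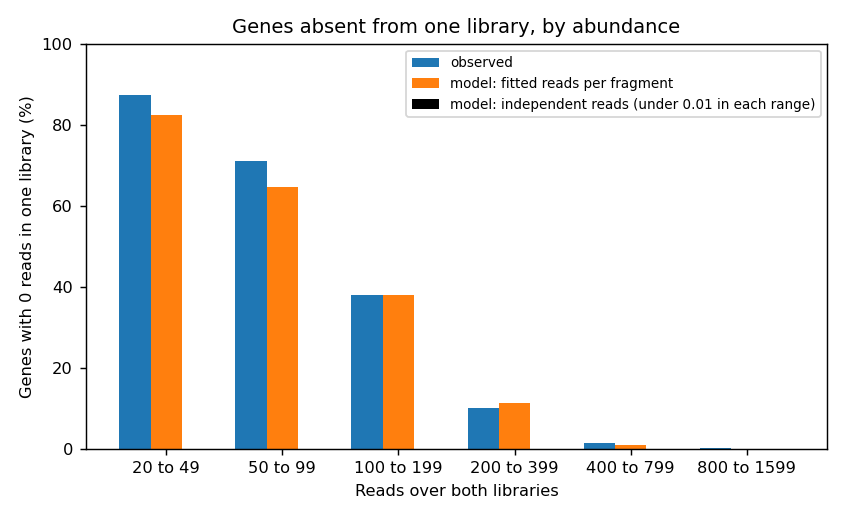
Percentage of genes with 0 reads in either library (vertical axis) by reads over both libraries (horizontal axis), as observed and under models with 48.9 reads per sampled fragment, fitted on the range from 100 to 199 reads, or with independent reads. The observed share falls from 87.5% to 0.30% over the 6 ranges drawn, and the bars for independent reads are too low to be seen.

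*Itgax* (ENSMUSG00000030789) was examined first, because its promoter drove the sort. It had 2409 reads in Cd11c-active and 1698 in Cd11c-lineage, or 195 and 121 CPM. The Cd11c-lineage value was above the 19.0 CPM that a count of 0 allows there over the overdispersion. *Itgax* transcript was therefore present also in the library sorted as earlier users of the promoter. The log2 ratio of Itgax was 0.69 (95% counting interval 0.60 to 0.78), with an adjusted p of 2.03e-51 on reads by the two-sided exact binomial test with Benjamini-Hochberg adjustment. The ratio was under the fold threshold of 1, so Itgax was not called on reads. The widened interval, from -0.21 to 1.62, included 0, and the adjusted p over the overdispersion was 1. Itgax stood at percentile 93 of the 500 genes nearest to it in abundance. Its ratio lay between 0.55 and 0.69 over all alternatives and was lowest under library totals. The authors' deposited table gives a log2 fold change of 0.55 for Itgax.

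Of 13037 genes with at least 20 reads over both libraries, 3032 were called higher in Cd11c-active and 2816 higher in Cd11c-lineage at an adjusted p under 0.05 and an absolute log2 ratio of at least 1. Together these were 44.9% of the tested genes. Of the 4619 tested genes with at least 1000 reads, 442 were called. Among all called genes, 1388 of those higher in Cd11c-active had 0 reads in Cd11c-lineage, and 1393 of those higher in Cd11c-lineage had 0 reads in Cd11c-active. In 100 simulated pairs of libraries with equal expression and 48.9 reads per fragment, the same test called 4840 to 5065 genes (median 4945), against 5848 in the real pair. The alternative that moved the counts most was the division by the overdispersion: 22 genes were then higher in Cd11c-active and 1 in Cd11c-lineage, of 11986 tested, and all 23 were also called on reads. At an unadjusted p under 0.05 this test had 339 of the 11986 genes, a smaller share than 0.05, so these are no excess over equal expression.

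The 10 genes with counting intervals farthest above 0 were *Sparcl1*, *Col18a1*, *Lamb1*, *Igfbp7*, *Vwf*, *Epas1*, *Serpinh1*, *Apln*, *H2ac15* and *Tie1*, chosen by a rule fixed before the data were examined. They had 759 to 1809 reads in Cd11c-active, and 9 had 0 reads in Cd11c-lineage, while *Tie1* had 1. The lower ends of their 95% counting intervals put them at least 205-fold to 558-fold higher in Cd11c-active. The lower ends of the widened intervals were 2.11-fold to 5.73-fold, and 5 of the 10 were called over the overdispersion. The 10 genes farthest below 0 were *Ncam1*, *Zfp536*, *Pdc*, *Ttyh1*, *Rtkn*, *Tgm2*, *Mrpl40*, *Zfp518b*, *Trim9* and *Nlgn2*. These had 377 to 1119 reads in Cd11c-lineage and 0 in Cd11c-active, and their counting intervals put them at least 89.4-fold to 266-fold lower in Cd11c-active. The widened intervals of 8 of the 10 included equal expression, those of *Ncam1* and *Zfp536* did not, and 0 of these 10 were called over the overdispersion.

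The 23 genes called over the overdispersion included many basement membrane and vessel transcripts, and those outside the rule above were named after their values were seen. *Sparcl1*, *Col18a1*, *Lamb1*, *Igfbp7* and *Vwf* had 0 reads in Cd11c-lineage. *Col4a1* had 11927 reads against 139, a log2 ratio of 6.60 (widened interval 4.52 to 10.30). *Hspg2* had 3409 against 22, *Cd93* 3986 against 100 and *Col4a2* 5710 against 198. *Spock2*, *Lama4*, *Cdh5*, *Col15a1*, *Kdr*, *Slc2a1* and *Slc7a5* had log2 ratios from 2.41 to 4.91. An unnamed gene annotated as a microRNA (ENSMUSG00002075501) had 7243 against 227 reads. The remaining genes were abundant in both libraries. *Hmox1* had 10718 against 4272 reads and a log2 ratio of 1.51 (widened 1.02 to 2.03). The ferritin genes *Fth1* and *Ftl1*, whose reads can be shared with pseudogene copies, had ratios of 1.10 (0.61 to 1.60) and 1.03 (0.82 to 1.23). *Rn18s* and *Lars2* are described below. *mt-Nd5*, with 4645 against 11185 reads, was the gene called lower in Cd11c-active, at -1.08 (-1.58 to -0.61). *Hmox1*, *Fth1*, *Ftl1* and *mt-Nd5* had over 6400 reads over both libraries, where the overdispersion was 155 and not the 88.8 used. Their calls are less certain for this reason.

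The series title asks how CD11c-expressing microglia relate to apoptotic cells, and 14 gene lists were fixed before the data were examined to describe the cells. List medians are given as percentiles of 10000 random lists of the same size matched on mean expression, as a description of these libraries. The 21 homeostatic microglial genes had a median log2 ratio of -0.04 (95% interval with overdispersion -0.16 to 0.10; percentile 31.7), with 9 higher and 12 lower in Cd11c-active and 0 called in either direction. Its member with the most reads, *Csf1r*, had 79075 and 92452 reads and a ratio of -0.04 (widened -0.17 to 0.09). The 30 measured genes of the developmental and disease-associated list had a median of 0.51 (0.32 to 0.65), above all 10000 random lists (percentile 100), with 25 higher and 5 lower, 1 of them, *Postn*, with 0 reads in Cd11c-active. Its median was 0.51 also with *Postn* at the floor. On reads 7 members were called higher (*Gpnmb*, *Cst7*, *Lgals3*, *Fabp5*, *Lgals1*, *Fth1* and *Vim*) and 2 lower (*Lilrb4a* and *Postn*). The same counts held adjusted over the list alone, and over the overdispersion *Fth1* was called by either adjustment. *Fth1* had over 6400 reads, where the overdispersion was larger than the one used. *Fth1* fell under the fold threshold under library totals (0.96) and after the trend with transcript length and GC content was removed (0.96), and *Cst7* did so after trend removal (0.85). *Apoe*, the member with the most reads, had 142760 and 139781 reads and a ratio of 0.22 (widened 0.12 to 0.32), which reversed to -0.19 after trend removal.

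The 26 measured genes of apoptotic cell recognition and engulfment had a median of 0.15 (-0.12 to 0.30; percentile 93), within the middle 95% of random lists, with 16 higher and 10 lower. In 1.6% of simulated equal libraries the median was as far from 0, but these spread too little above 6399 reads, where several members lie. The summed reads gave a log2 ratio of 0.10 (widened 0.03 to 0.17), and 0.17 (0.09 to 0.25) without *Lrp1*. Against library totals TMM adds 0.14 to every ratio, so under library totals the sum would fall below 0. The interval without *Lrp1* would then include 0. Both intervals are also too narrow, as many of these reads come from genes above 6399 reads. After the trend with length and GC content was removed the median was 0.09, at percentile 85.8. On reads 1 was called in each direction, the lower one being *Scarb1* (533 and 1926 reads, log2 ratio -1.67, widened -3.26 to -0.32), and 0 over the overdispersion. The complement genes *C1qa*, *C1qb* and *C1qc*, named after their values were seen, were under the fold threshold, with ratios of 0.59 (widened 0.33 to 0.86), 0.40 (0.19 to 0.61) and 0.97 (0.69 to 1.26). Their adjusted p over the overdispersion was 0.00324, 0.0472 and 2.04e-09 by the exact binomial test, and that of *Scarb1* was 0.972. The 3 complement genes had over 6400 reads, where the overdispersion was larger than the one used. The 32 lysosomal genes had a median of 0.19 (0.10 to 0.31; percentile 99.4), with 27 higher and 5 lower. This list shares 6 members with the other lists. After the trend with length and GC content was removed its median was 0.10, at percentile 95.5, and thus within the middle 95%. *Ctsd* and *Ctsb*, among the 5 genes with the most reads in Cd11c-active, had ratios of 0.57 (widened 0.45 to 0.68) and 0.55 (0.44 to 0.66), under the fold threshold. *Neu1* was called on reads (1050 and 381 reads, ratio 1.65, widened -0.04 to 3.66). *Psap* had a ratio of 0.13 (widened 0.02 to 0.24), which reversed to -0.003 under library totals and -0.02 after the trend was removed.

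The 27 cell cycle genes had a median of 0.70 (0.13 to 1.03; percentile 99.9), with 22 higher and 5 lower. On reads 8 were called higher, among them *Ube2c*, *Rrm2*, *Aurkb*, *Nusap1* and *Ccnb2*, and 1 lower, *Cenpe*. Over the overdispersion 0 were called. The summed reads of the list were 20084 and 16863, a log2 ratio of 0.44 (widened 0.15 to 0.72). The 17 interferon response genes had a median of 0.51 (-0.41 to 1.71; percentile 77.6), with 10 higher and 7 lower, and 7 of them had 0 reads in either library. On reads 8 were called higher and 3 lower, and 0 over the overdispersion. The 21 immediate early and dissociation genes had a median of 0.10 (0.02 to 0.32; percentile 88.2). *Jund* was called on reads (5020 and 2535 reads, ratio 1.17, widened 0.50 to 1.88), and was 0.72, under the fold threshold, after trend removal. Over the overdispersion it was called when adjusted over the list alone and not over all genes. In the lists of this paragraph and the preceding one, calls on reads adjusted over the list alone numbered the same as over all genes tested.

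**Figure D3:**
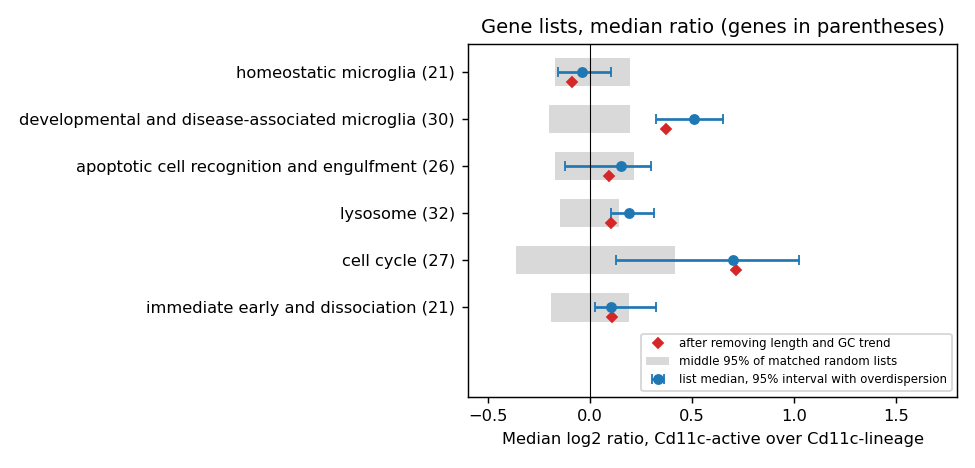
Median log2 ratio of Cd11c-active over Cd11c-lineage (horizontal axis) of the 6 lists with at least 20 measured genes, as blue points with 95% intervals that include the overdispersion, and as red diamonds after removal of the trend with transcript length and GC content. Grey bars span the middle 95% of matched random lists; the developmental and disease-associated median of 0.51 and the cell cycle median of 0.70 lie outside them with and without the trend, and the lysosome median of 0.19 lies outside only with it.

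Lists of other cell types described what else the sorted material held. All 8 endothelial genes were higher in Cd11c-active, 5 of them (*Cldn5*, *Esam*, *Flt1*, *Tek* and *Plvap*) with 0 reads in Cd11c-lineage. The fitted median of 9.84 depends on the prior count, and with genes at 0 set to the floor the median was 7.25, at percentile 100 for the fitted values. The summed reads were 7974 and 1035, a log2 ratio of 3.13 (widened 2.25 to 4.15), and 3.80 (2.58 to 5.33) without *Pecam1*, the member with the most reads over both libraries. All 8 were called on reads. Over the overdispersion 2 were called over all genes, *Cdh5* and *Kdr*, and 6 adjusted over the list alone. Among 6 border macrophage genes 5 were lower and 4 had 0 reads in Cd11c-active; the summed reads were 450 and 2004, a log2 ratio of -1.97 (-3.71 to -0.54). Without *Mrc1* (262 and 1230 reads) the sum gave -1.86 (-4.99 to 0.39), which included 0. The fitted border macrophage median was -7.05 (percentile 0.04), and -4.46 with genes at the floor. After the trend with length and GC content was removed it stood at percentile 0.05. In 0.1% of simulated equal libraries the median was as far from 0. This median rests on genes with 0 reads in Cd11c-active. On reads 5 were called lower, and over the overdispersion 0.

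**Figure D4:**
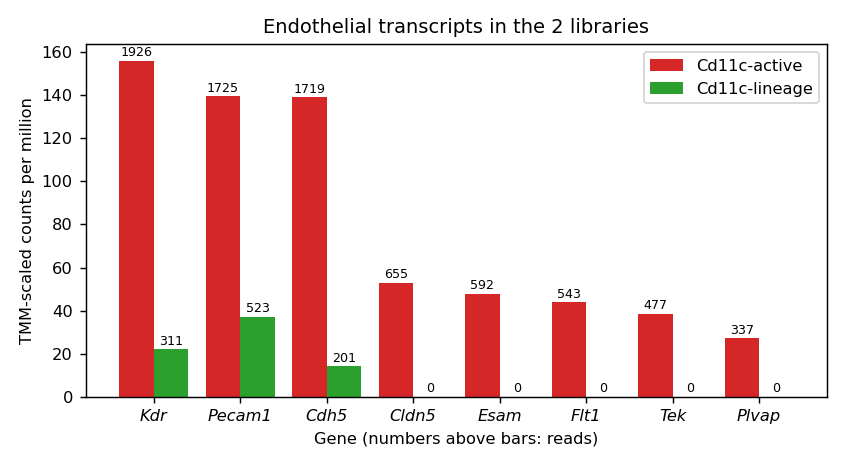
TMM-scaled CPM (vertical axis) of the 8 endothelial genes in the Cd11c-active (red) and Cd11c-lineage (green) libraries, with the reads behind each bar written above it. *Kdr*, *Pecam1* and *Cdh5* had reads in both libraries and the other 5 had 0 reads in Cd11c-lineage; there were no replicates and so no error bars.

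Of 14 retinal neuron and photoreceptor genes 13 were lower in Cd11c-active, with a median of -0.84 (-2.07 to 0.10; percentile 5.49) and summed reads of 1901 and 3754, a log2 ratio of -0.80 (-1.62 to -0.01). Without *Prox1* the sum gave -0.93 (-1.96 to 0.04). On reads 7 were called lower and 1, *Rbpms*, higher, and over the overdispersion 0. The 7 Muller glia, progenitor and astrocyte genes had a median of -0.08 (-1.78 to 0.26; percentile 41.3), with 3 called in each direction on reads. Their sum gave -0.13 (-0.35 to 0.08) and -1.21 (-2.33 to -0.19) without *Glul*. The 5 monocyte and neutrophil genes had a fitted median of -6.12 (percentile 5.85), or -3.51 with genes at the floor, with 4 of them at 0 reads in either library. Their sum gave 1.11 (0.42 to 1.83), which rested on *Fn1* (4586 and 2197 reads), and -2.59 (-15.5 to 2.12) without it. Over the overdispersion *Fn1* was called adjusted over the list alone and not over all genes. The 4 dendritic cell genes had a median of 0.97 (-0.80 to 3.22; percentile 79.2), with 2 called higher on reads and 0 over the overdispersion. Those 2 were *Zbtb46* (200 and 0 reads) and *Batf3* (39 and 14), while *H2-Ab1* and *Cd74* had ratios of 0.30 and 0.10. Of the erythroid list *Hbb-bt* alone reached 20 reads, with 0 and 31. In all of these lists the calls on reads adjusted over the list alone numbered the same as over all genes tested.

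Sex-linked transcripts were compared because both libraries came from animals of both sexes. *Xist*, expressed from the inactive X chromosome of females, had 3305 and 7568 reads, a log2 ratio of -1.01 (counting interval -1.07 to -0.95; widened -1.61 to -0.44). Of the Y-linked genes, *Ddx3y* had 447 and 814 reads (ratio -0.68), *Uty* 69 and 176 (-1.16), *Eif2s3y* 168 and 240 (-0.33) and *Kdm5d* 174 and 88 (1.17). The widened interval of each Y-linked gene included 0. The median of the 5 was -0.68 (-1.47 to 0.72). On reads 1 was called higher and 2 lower, and over the overdispersion 0 over all genes and 1, *Xist*, adjusted over the list alone. After the trend with length and GC content was removed *Xist* was -0.57 and *Uty* -0.94, both short of the fold threshold.

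The gene with the most reads in either library was *Rn18s*, the small-subunit ribosomal RNA that depletion was meant to remove. It took 8.57% of Cd11c-active reads (Wilson 95% interval 8.55 to 8.58) and 2.84% of Cd11c-lineage reads (2.83 to 2.85), a log2 ratio of 1.73. Leaving out ribosomal, mitochondrially encoded and 7SK and 7SL genes before scaling left the ratio of Itgax at 0.69. *Lars2* had 76845 and 33188 reads, a ratio of 1.40 (widened 1.22 to 1.58), and held 111 and 37.3 times the reads of the most abundant of 16 other mitochondrial aminoacyl-tRNA synthetase genes. *Actb*, the remaining gene among the 5 most abundant in both libraries, had a ratio of 0.24 (widened 0.14 to 0.34).

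The log2 ratio followed transcript length and GC content. Across 4586 genes with at least 1000 reads and a known length, Spearman's rho was -0.26 with length and 0.22 with GC content, where genes are not independent replicates. With the genes split into 5 groups of like size, the median ratio fell from 0.22 in the shortest transcripts to -0.20 in the longest, and rose from -0.16 in those lowest in GC content to 0.16 in the highest. In the authors' deposited table, 6108 genes have a positive and 7441 a negative log2 fold change. For the 290 genes with over 5000 reads in both libraries their value matched the ratio under library totals within 0.00001, and across genes the ranks of their values and of the TMM ratios had a Spearman correlation of 0.99996. The sign of 731 genes differed between the authors' deposited table and the TMM ratios.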

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

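Of the alternatives below, the division of reads by the overdispersion and the removal of the trend with length and GC content were chosen after the data were seen. With 1 library per group leaving out a library was impossible. No paired analysis was possible because each group has 1 library. The values for single genes and lists other than those given or counted here kept their direction and their side of the threshold, or stayed within their 95% interval, in every alternative run for them.

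The numbers of genes called higher in Cd11c-active and in Cd11c-lineage, 3032 and 2816 as planned, were 1802 and 1711 with at least 100 reads, which tests fewer genes, and 5606 and 5568 without a fold threshold. They were 1880 and 1757 with an assumed coefficient of variation of 0.4, and 22 and 1 over the overdispersion. In the other alternatives they lay within 1.5 times the planned counts, and under library totals they were 2814 and 3079. The log2 ratio of Itgax stayed between 0.55 and 0.69. It was under the fold threshold of 1 in each of these, so a call of Itgax on reads needs that threshold to be dropped. Over the overdispersion it was 0.68 and its adjusted p no longer passed the threshold.

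Under library totals the homeostatic median moved to -0.17, the lysosome median to 0.0541 and the immediate early median to -0.0346, by the shift of 0.14 that this scaling gives every gene. The border macrophage and monocyte medians rest on genes with 0 reads, and each lies at the end of its interval, so that small shifts carried them past it. They were -7.19 and -6.25 under library totals, -7.06 and -6.12 under median-of-ratios factors, -7.08 and -6.14 under upper-quartile factors, and -7.05 and -6.12 without ribosomal, mitochondrial and 7SK and 7SL genes. The monocyte median was -6.17 with the deeper library drawn down and -6.41 with the length and GC trend removed, and the border macrophage median was -7.88 with at least 100 reads. As the mean of members, the apoptotic recognition value was 0.32 and the Muller glia value 0.51, each raised by a member with 0 reads in Cd11c-lineage. After trend removal the lysosome median was 0.10.

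Of the named genes, *Psap* reversed to -0.003 under library totals, by the shift named above, and to -0.0248 after trend removal. *Apoe* reversed to -0.19 after trend removal. Over the overdispersion 65 named genes kept their direction and were no longer past the threshold, and after trend removal 1 did. Past the adjusted p threshold but short of the fold threshold were 5 genes after trend removal (*Jund* 0.72, *Cst7* 0.85, *Fth1* 0.96, *Uty* -0.94 and *Xist* -0.57) and 1 under library totals (*Fth1* 0.96). The other values of named genes, 547 over all alternatives, kept their direction and their side of both thresholds. Genes with few reads are limited most, since a count of 0 allows up to 3 reads by counting error alone and up to 267 over the overdispersion.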

Other observations

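The tests of zero counts, of the length trend without abundant genes, of the summed endothelial reads in simulated libraries, of *Lars2*, of the myeloid-restricted members and of the replication genes were chosen only after the results were seen.

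Many genes had reads in either library and 0 in the other. Random sampling of independent reads is argued against, since 37.94% of genes with 100 to 199 reads had 0 in one library. A candidate explanation is that each library held few independent fragments, each read many times. A single value of 48.9 reads per fragment, fitted on that range, gave the share in the other ranges with a largest gap of 6.38 percentage points, and the limit for that gap was set after the values were seen. The model gave 0.009% for genes with 800 to 1599 reads, where 0.302% was observed, so it leaves some genes unexplained. It would put 264692 and 274071 fragments in the libraries, or 65.5 and 50.4 per sorted cell. The fit can run low, since 60 simulated reads per fragment were fitted as 50.9, and the libraries may then hold fewer fragments. Simulated libraries with equal expression under 48.9 reads per fragment gave 4840 to 5065 calls on reads, against 5848 in the real pair. With 60 reads per fragment 5179 unchanged genes were called. The model at 48.9 thus leaves part of the calls unexplained, and a low fit may account for some of that part. Expression that differs between the populations stays open for that part, as does a misfit of the model.

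Short and GC-rich transcripts were higher in Cd11c-active. Spearman's rho with length was -0.251 across 4490 genes left without the 100 most abundant. That test decides nothing about abundant genes taking reads from the others, because a shift common to all genes leaves ranks as they are. Differences in RNA integrity or in amplification between the libraries may give such a trend and stay open, with no value that tests them. A biological difference between the populations also stays open.

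The developmental and disease-associated list was higher in Cd11c-active. The length and GC trend alone is argued against, because the median stayed at percentile 99.99 of random lists after trend removal. Loss of rare fragments is argued against by percentile 100 of random lists before that removal, since these carry the observed spread. The median was as far from 0 in 0.0% of 1000 simulated equal libraries, which allows up to 0.3%. Those libraries spread too little above 6399 reads, where many members lie, so that share may be too small. RNA from vessel cells alone is argued against by 11 myeloid-restricted members, with a median of 0.49 at percentile 99.04 of random lists. In 0.6% of simulated equal libraries their median was as far from 0, a share with the same limit. These members were picked after their values were seen. After trend removal their median was 0.15, at percentile 80.81 of random lists, so vessel RNA and the trend together may account for the list and stay open. For this reason the pattern is not called biological here, and a difference in cell state remains an untested possibility.

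The cell cycle list was higher in Cd11c-active. The length and GC trend (percentile 99.93 after its removal) and loss of rare fragments (0.2% of simulated equal libraries) are argued against. Dividing vessel cells in the Cd11c-active sort may bring such transcripts, which was not tested, as may a larger share of dividing microglia.

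Endothelial transcripts were higher in Cd11c-active. The length and GC trend is argued against by percentile 100 after its removal, and loss of rare fragments by 0.0% of simulated libraries whose summed reads differed as much. Endothelial cells or their RNA in the Cd11c-active sort are a candidate source. A second list of 18 measured endothelial genes, written before its values were seen, had summed reads of 17021 and 8052, 2.41-fold higher. *Cd34* had 6392 and 6017 of these, and without it the log2 ratio was 2.57 (1.92 to 3.28). In that list 16 genes were higher and 2 lower, *Eng* and *Ecscr*, and its most abundant other gene, *Cd93*, had 3986 and 100 reads. Vessel fragments with pericytes are also a candidate source. Summed reads of 10 measured pericyte and mural genes had a log2 ratio of 5.49, or 2.84 (0.78 to 5.84) without *Col4a1*, which endothelial cells also make. *Pdgfrb*, *Rgs5* and *Cspg4* had 92, 253 and 380 reads in Cd11c-active and 0 in Cd11c-lineage, while *Anpep*, *Notch3* and *Tagln* were lower in Cd11c-active. Whether vessel cells passed the gates, were attached to microglia or had been engulfed by them was not tested.

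*Lars2* was higher in Cd11c-active together with *Rn18s*. Residual ribosomal RNA read as *Lars2* is a candidate source, since in both libraries it had at least 37.3 times the reads of any of 16 other mitochondrial synthetase genes. Those genes had a median log2 ratio of 0.93 (-0.58 to 1.56; percentile 95.6), with 9 higher and 7 lower. Their summed reads were 2862 and 2933, a log2 ratio of 0.15 (-0.60 to 0.90), below the widened interval of *Lars2* (1.22 to 1.58).

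Transcripts of the TEC class (awaiting experimental evidence, often unspliced) were lower in Cd11c-active in 280 of 403 genes, with summed reads at a log2 ratio of -0.93 (-1.22 to -0.65), and long non-coding RNAs had -0.53 (-0.65 to -0.42). The median of the first class stayed below all random lists after removal of the length and GC trend (percentile 0.00). That cannot exclude length or GC content, because the trend was fitted on protein-coding genes with at least 1000 reads. Of the 403 genes, 3 reach that number. A smaller share of nuclear or unspliced RNA in Cd11c-active, or genomic DNA in Cd11c-lineage, stays open and was not tested.

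Histone genes were higher in Cd11c-active in 41 of 44 genes, with summed reads at 1.65 (1.22 to 2.10). Length is argued against, since the median stood at percentile 100 of random lists matched on abundance and length. More cells in DNA replication stay open. The summed reads of 8 other replication genes had a log2 ratio of 0.26 (-0.22 to 0.74), or 0.43 (-0.12 to 0.99) without *Pcna*, and their median was 0.47 (-0.39 to 1.04). These members went both ways, with 5 higher, among them *Rrm2* at 2.73 and *Tyms* at 1.55, and 3 lower, so the test decides nothing. Histone copies share sequence, and a difference in the capture of short or non-polyadenylated RNA may contribute, which was not tested.

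*Hmox1*, *Fth1* and *Ftl1* were higher in Cd11c-active. A heme and oxidative stress response is a candidate explanation, since a list of 18 other measured genes of it, written before its values were seen, had a median of 0.50 (0.12 to 0.84) at percentile 99.25 of random lists. Vessel RNA and reads shared with ferritin pseudogenes stay open for these genes, as no value here tests them.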
